# Low‐dose oral cadmium increases airway reactivity and lung neuronal gene expression in mice

**DOI:** 10.14814/phy2.12821

**Published:** 2016-07-12

**Authors:** Joshua D. Chandler, Cherry Wongtrakool, Sophia A. Banton, Shuzhao Li, Michael L. Orr, Dana Boyd Barr, David C. Neujahr, Roy L. Sutliff, Young‐Mi Go, Dean P. Jones

**Keywords:** Airway resistance, chemosensory function, metabolomics, metal toxicity, transcriptomics

## Abstract

Inhalation of cadmium (Cd) is associated with lung diseases, but less is known concerning pulmonary effects of Cd found in the diet. Cd has a decades‐long half‐life in humans and significant bioaccumulation occurs with chronic dietary intake. We exposed mice to low‐dose CdCl_2_ (10 mg/L in drinking water) for 20 weeks, which increased lung Cd to a level similar to that of nonoccupationally exposed adult humans. Cd‐treated mice had increased airway hyperresponsiveness to methacholine challenge, and gene expression array showed that Cd altered the abundance of 443 mRNA transcripts in mouse lung. In contrast to higher doses, low‐dose Cd did not elicit increased metallothionein transcripts in lung. To identify pathways most affected by Cd, gene set enrichment of transcripts was analyzed. Results showed that major inducible targets of low‐dose Cd were neuronal receptors represented by enriched olfactory, glutamatergic, cholinergic, and serotonergic gene sets. Olfactory receptors regulate chemosensory function and airway hypersensitivity, and these gene sets were the most enriched. Targeted metabolomics analysis showed that Cd treatment also increased metabolites in pathways of glutamatergic (glutamate), serotonergic (tryptophan), cholinergic (choline), and catecholaminergic (tyrosine) receptors in the lung tissue. Protein abundance measurements showed that the glutamate receptor GRIN2A was increased in mouse lung tissue. Together, these results show that in mice, oral low‐dose Cd increased lung Cd to levels comparable to humans, increased airway hyperresponsiveness and disrupted neuronal pathways regulating bronchial tone. Therefore, dietary Cd may promote or worsen airway hyperresponsiveness in multiple lung diseases including asthma.

## Introduction

Cadmium (Cd) is a toxic environmental metal with both natural and anthropogenic sources (Satarug et al. 2003; Satarug and Moore 2004). Cd has many important commercial uses and is also present in cigarette smoke. Research on Cd toxicity has largely focused on occupational exposures and smoking, with experimental studies using appropriate dosing and routes of exposure, showing a broad spectrum of Cd‐induced toxicities to many organ systems, including lung (Waalkes 2003; Klaassen et al. 2009). Importantly, declines in smoking and environmental pollution as well as environmental remediation efforts have considerably decreased mean population exposure to Cd (Tellez‐Plaza et al. 2012) and associated health risks (García‐Esquinas et al. 2014; Nawrot et al. 2015).

Despite success in decreasing Cd exposures, ongoing dispersion of Cd occurs into air, water, and soil, and remains a significant global concern due to Cd accumulation in foodstuffs (Satarug et al. 2003; Riederer et al. 2013). Plants have no excretory system to eliminate Cd, so Cd in water and soil accumulates in leafy plants and the animals that consume them (Järup 2003; Satarug et al. 2003). In individuals without occupational exposure or smoking, ingestion is the predominant route of Cd exposure (Parikh et al. 2014). About 10% of ingested Cd is absorbed via divalent metal transporter‐1, and higher absorption occurs in menstruating women due to increased activity of intestinal iron transporters, which also transport Cd (Olsson et al. 2002). The absorbed fraction is poorly eliminated with excretion of only ~0.001% of body Cd per day and a half‐life >10 years (Waalkes 2003; Satarug and Moore 2004; Suwazono et al. 2009). Consequently, blood levels of Cd significantly increase throughout adulthood (Lee and Kim 2016).

Although total Cd exposure for US children, teens, and adults has on average decreased, dietary Cd exposure was unchanged over the period of the 1999–2008 NHANES survey (Riederer et al. 2013). Estimated Cd consumption from foodstuffs by US adults (0.30–0.35 *μ*g/kg/day) (Agency for Toxic Substances and Disease Registry, 2012) roughly equals the European Food Safety Authority guidelines of maximal tolerable exposure (0.36 *μ*g/kg/day) (European Food Safety Authority, 2011) and is at least threefold higher than the minimal risk level for chronic oral exposure stated by the US Agency for Toxic Substances and Disease Registry (0.1 *μ*g/kg/day) (Agency for Toxic Substances and Disease Registry, 2012). Importantly, few studies have addressed effects of low levels of Cd exposure to determine whether these cause or adversely contribute to common diseases.

Epidemiologic evidence shows that a lifetime of exposure to environmental levels of Cd is associated with the risk of multiple organ diseases, including the lungs (Satarug and Moore 2004; Buck Louis et al. 2012; García‐Esquinas et al. 2014), and with increased risk of adverse effects even when adjusting for lead and mercury exposure (Lee and Kim 2016). Cd accumulates in the lungs of healthy adults in proportion to environmental exposure (Mari et al. 2014), and systemic Cd exposure is linked to lung cancer, bronchitis, and emphysema (Waalkes 2003; Bertin and Averbeck 2006; Hassan et al. 2014; Oh et al. 2014; Yoon et al. 2014). Furthermore, a study of environmental tobacco smoke in children with asthma showed Cd‐containing particulates could contribute to asthma (Willers et al. 2005). However, the specific contribution of dietary Cd to lung diseases is less studied.

In this study, we used a low, orally administered dose of Cd to model dietary Cd intake. We tested whether low‐dose Cd impacted airway hyperresponsiveness (AHR) in mice and used transcriptomic analysis with gene set enrichment to assess whether oral Cd contributes to pro‐asthma pathways and other lung disease processes. Cd was administered in drinking water at an amount and duration (10 mg/L CdCl_2_, 20 weeks) projected to result in lung tissue Cd burden comparable to humans (Thijssen et al. 2007). We measured lung tissue Cd by inductively coupled plasma mass spectrometry (ICP‐MS), airway resistance with methacholine challenge, and transcript abundance by gene expression array analysis with confirmation of selected gene expression by qPCR and western blotting. Cd increased lung tissue Cd burden, AHR and neuronal gene sets related to olfactory, glutamatergic, cholinergic, serotonergic, and GABAergic pathways and related metabolic precursors. Together, these data suggest that environmental Cd found in food could contribute to asthma risk.

## Methods

### Drinking water model of low‐dose Cd exposure in mice

All animal procedures were approved by the Atlanta Veterans Affairs Medical Center IACUC (protocol number V018‐03). Previous research showed that mice with Cd in drinking water up to 100 mg/L consumed similar amounts of food and water as control and maintain similar body masses (Thijssen et al. 2007). Male C57Bl6 mice aged 8 weeks were supplied by Jackson Labs and caged in groups of five with ad libitum food (Harlan Teklad 2018S) for 20 weeks. Water was given ad libitum with 0 or 10 mg/L (55 *μ*mol/L) CdCl_2_ and fresh water was prepared weekly. The assayed Cd content of mouse chow ranged from 46–87 *μ*g/kg over the course of the study, averaging 62 ± 1 *μ*g/kg. Given an estimated daily intake of 4 g food and 6 mL water for Bl6 mice (Bachmanov et al. 2002), water comprised 99.6% of total Cd exposure for 10 mg/L CdCl_2_‐exposed mice. All mice remained healthy without weight loss or poor grooming. After 20 weeks, mice were given ketamine/xylazine, and airway resistance was measured before a lethal dose was given for the isolation of lung tissue.

### Human lung tissue acquisition and processing

To determine whether Cd levels attained in mouse lung were similar to Cd in adult human lung measured using the same methods, we obtained lung tissue from five individuals from the Emory Transplant Center. Sample collection was approved by the Emory IRB protocol (IRB000006248). Excised tissues were stored on dry ice before preparation in the same manner as mouse lung tissue for Cd measurement by ICP‐MS.

### Airway resistance measurements

After ketamine/xylazine anesthesia, respiratory mechanics were measured by forced oscillation technique (Wongtrakool et al. 2012) using the flexiVent system (SCIREQ, Montreal, Canada) with tracheotomized mice (*n* = 8). Tracheas were aseptically isolated and cannulated. Mechanical ventilation (150 breaths/min, tidal volume 8 mL/kg, PEEP 2.5 cm H_2_O) was initiated after calibration. After baseline measurements were obtained, increasing doses of inhaled methacholine were administered in 5‐min intervals. Three consecutive peak values for airway resistance at each methacholine dose were selected for analysis. Coefficients of determination were >0.95 for all values analyzed.

### Inductively coupled plasma mass spectrometry (ICP‐MS)

Mouse (*n* = 8) or human (*n* = 4) lung tissue was homogenized with a Dounce homogenizer followed by brief sonication on ice. Samples consisting of 1.5 mg protein from mouse or human lung tissue were treated with nitric acid for digestion of organic material prior to measurement by ICP‐MS. ICP‐MS procedures conformed to previously stated accuracy (100 ± 10%) and precision standards (relative standard deviation < 12%). Lung tissue Cd is reported as ng per mg lung tissue protein.

### Transcriptomics

RNA was isolated from mouse lung tissue lysate (*n* = 3) with the mirVana Total RNA Isolation Kit (Life Technologies, Carlsbad, California). RNA was hybridized on Affymetrix Mouse Gene ST 2.0 exon chips following NuGEN Ovation amplification. CEL files were converted to Robust Multi‐Array (RMA) data with R package “oligo” (Bioconductor); then, differential expression of genes was analyzed with R package “limma” (Bioconductor). CEL files and RMA data are accessible at the Gene Expression Omnibus hosted by the National Center for Biotechnology Information (accession: GSE74256). Transcripts were annotated according to the Affymetrix na33.2 annotation release. Gene Set Enrichment Analysis applet (GSEA; Broad Institute, Cambridge, MA) (Subramanian et al. 2005) was used to determine the enriched gene sets from canonical pathways. Gene sets significant at FDR‐adjusted *q* < 0.05 and containing at least one differentially expressed gene in the leading edge were then analyzed.

### Quantitative reverse transcription polymerase chain reaction RT‐qPCR

Primers were designed using the NCBI Primer‐Blast tool, with exon–exon junctions included when possible. cDNA was prepared from aliquots of the same mouse lung tissue RNA used for Affymetrix array using the Advantage RT‐for‐PCR Kit (ClonTech, Mountain View, California) and diluted 25‐fold in molecular biology grade water. A quantity of 4 *μ*L was then mixed with 16 *μ*L 1.25X iScript SYBR Green reaction master mix (Bio‐Rad, Hercules, CA) and 400 nmol/L forward and reverse primers. PCR was run for 40 cycles consisting of 20 sec each at 94°C, 56°C, and 72°C. Melt curves and gel electrophoresis were used to confirm uniform product at the expected size. A logarithmic standard curve was run with each gene to calibrate PCR reaction efficiency. Primer designs are given in Table 1.

**Table 1:** Neuronal gene targets of oral low‐dose Cd in lung tissue identified by microarray and gene set enrichment

Gene ID	Name	Avg (Cd)	Avg (Control)	Fold change	*P* value
*Olfr97*	Olfactory receptor 97	3.50 ± 0.10	2.72 ± 0.19	1.7	0.008
*Olfr458*	Olfactory receptor 458	4.10 ± 0.06	3.39 ± 0.18	1.6	0.010
*Pou5f1*	POU domain, class 5, transcription factor 1	5.50 ± 0.03	4.66 ± 0.42	1.8	0.012
*Olfr1416*	Olfactory receptor 1416	3.23 ± 0.18	2.49 ± 0.17	1.7	0.012
*Grin2a*	Glutamate receptor, ionotropic, NMDA2A	4.36 ± 0.08	3.73 ± 0.18	1.5	0.013
*Chrng*	Cholinergic receptor, nicotinic, gamma polypeptide	5.36 ± 0.07	4.95 ± 0.14	1.3	0.013
*Olfr341*	Olfactory receptor 341	5.93 ± 0.22	5.03 ± 0.27	1.8	0.018
*Htr3b*	5‐Hydroxytryptamine receptor 3B	5.22 ± 0.12	4.52 ± 0.19	1.6	0.021
*Olfr317*	Olfactory receptor 317	4.86 ± 0.14	4.32 ± 0.01	1.5	0.021
*Chrna2*	Cholinergic receptor, nicotinic, alpha polypeptide 2	4.60 ± 0.08	4.09 ± 0.16	1.4	0.023
*Omp*	Olfactory marker protein	5.03 ± 0.07	4.59 ± 0.20	1.4	0.048
*Tph2*	Tryptophan hydroxylase 2	3.83 ± 0.17	3.35 ± 0.07	1.4	0.050
*Gabrb3*	Gamma‐aminobutyric acid A receptor, subunit beta 3	5.26 ± 0.09	4.85 ± 0.08	1.3	0.053

Average intensity values are taken from the RMA table and statistical error given as SEM. Only the top 5 *Olfr* genes (by lowest *P*‐values) are listed. *n* = 3.

### Western blotting

A quantity of 20 *μ*g of protein extracted from mouse lung tissue (*n* = 4) was loaded and run on SDS‐PAGE gels, electroblotted onto PVDF, and probed with antibodies specific to GRIN2A (ab124913), olfactory marker protein (ab87338), or GAPDH (ab181602) (Abcam, Cambridge, Massachusetts). Bands were visualized using an Odyssey scanner (Li‐Cor, Lincoln, Nebraska) and intensity was quantified by NIH ImageJ software.

### Targeted analysis of neurotransmitter metabolites

Aliquots (250 *μ*g protein) of mouse lung homogenate (*n* = 8) were diluted in 70 *μ*L HPLC‐grade water and extracted with 140 *μ*L of HPLC‐grade acetonitrile containing a mixture of stable isotopic standards including [^15^N]‐choline, [^13^C_5_]‐glutamate, and [^15^N]‐tyrosine (Go et al. 2013, 2014b). Samples were incubated at 4°C for 30 min and supernatant isolated by centrifugation at 16,000 *g* for 10 min at 4°C. Metabolites were analyzed in triplicate using a high‐resolution mass spectrometry (MS) platform with C18 liquid chromatography and positive electrospray ionization on a High Field QExactive MS (Thermo, Waltham, Massachusetts) set to a scan range of 85–1275 m/z (Soltow et al. 2013). Chemical features were extracted using xMSanalyzer (Uppal et al. 2013) with apLCMS (Yu et al. 2009). Identities and *μ*mol/L abundances were established by MS/MS and coelution with authentic heavy‐isotope labeled standards and/or by comparison to reference standards (Go et al. 2015a).

### Statistics

Student's *t*‐test was used to compare Cd‐treated mice versus control for mean Cd content by ICP‐MS, gene expression, and target metabolites. Two‐way analysis of variance (ANOVA) was used to test the effect of Cd on AHR with increasing methacholine dose. One‐way ANOVA with Holm–Sidak posttest was used to test Cd content of lung tissue and Cd effect on airway hyperresponsiveness. Limma (Diboun et al. 2006) was used to evaluate gene significance from the Affymetrix RMA data matrix. Gene set significance was determined within the GSEA applet.

## Results

### Accumulation of Cd in mouse lung by low‐dose Cd exposure

We analyzed the mouse lung tissues for Cd content by ICP‐MS and found Cd concentration was substantially higher in mice treated with Cd compared with the control mice (Cd‐treated: 0.58 ± 0.06 ng Cd/mg protein, control: 0.14 ± 0.05 ng Cd/mg protein, *P* < 0.0001; Fig. 1). A small number of human lung samples (*n* = 5) were analyzed with the same methods. The results (0.54 ± 0.20 ng Cd/mg protein; Fig. 1) showed that human tissue had a similar mean value to that of the mouse model, consistent with prior data (Mari et al. 2014). Taken together, these results show that low‐dose Cd in drinking water for 20 weeks increased Cd in mouse lung tissue to levels comparable to human lungs.

**Figure 1:**
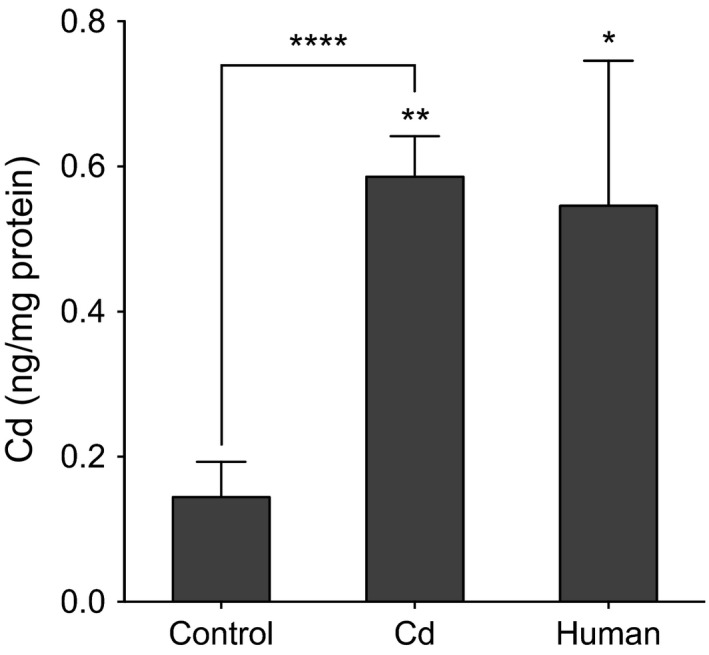
Low‐dose oral Cd exposure causes Cd lung tissue deposition comparable to human adults. Mice were exposed to 10 mg/L CdCl_2_ in drinking water (ad libitum access) for 20 weeks before sacrifice. Mice achieved comparable lung burden of Cd to that of human adults. The dashed line represents the mean of the human data set. *n* = 8 (mice) or 5 (humans). *P < 0.05, **P < 0.01 by one‐way analysis of variance (ANOVA) with Holm–Sidak posttest. ****P < 0.0001 by Student's *t* test.

### Low‐dose oral Cd increased mouse airway resistance

To examine whether oral Cd exposure affected bronchial reactivity, airway resistance was assessed by the forced oscillation technique using a constant phase model (Wongtrakool et al. 2012). Mice exposed to Cd had increased airway resistance following methacholine challenge compared to unexposed control animals, maximally at 50 mg/mL of methacholine (Cd: 4.93 ± 0.65 cm H_2_O sec/mL, control: 3.25 ± 0.39; two‐way ANOVA *P* < 0.05 for Cd factor; Fig. 2). The total area under the curve of airway resistance in the Cd‐treated mice was 35% greater than control. These data show increased airway hyperresponsiveness as a result of low‐dose oral Cd exposure.

**Figure 2:**
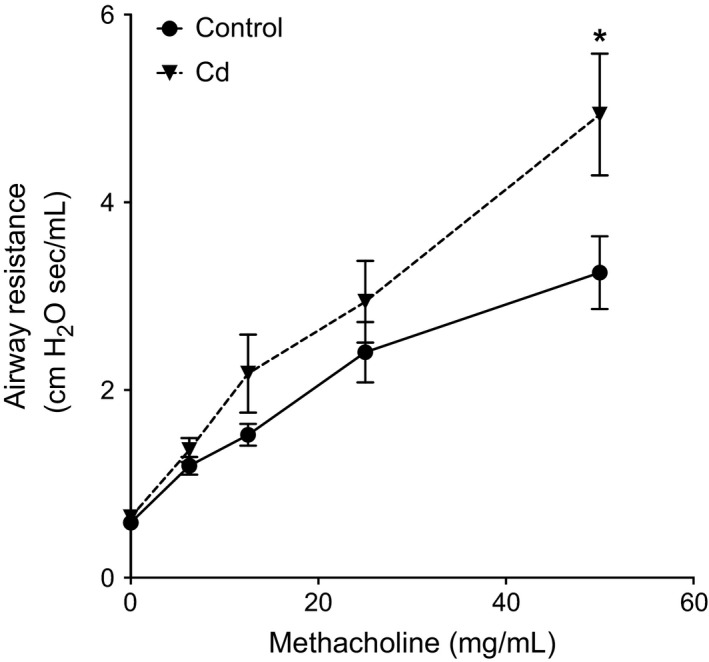
Low‐dose oral Cd exposure causes increased airway hyperresponsiveness in mice. Cd increases airway hyperresponsiveness to methacholine challenge as measured by forced oscillation technique. All measurements had a coefficient of determination of >0.95. *n* = 8. *P < 0.05 by Holm–Sidak's posttest of one‐way analysis of variance (ANOVA). Two‐way ANOVA gave concordant results (Cd 2‐way ANOVA factor *P* < 0.05).

### Low‐dose Cd increased gene enrichment associated with neuronal pathways

To determine whether low‐dose oral Cd exposure affected mouse lung gene expression, mRNA was isolated and analyzed using Affymetrix microarrays. 

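Lung RNA came from 3 control and 3 Cd-treated male C57Bl6 mice, and each of the 6 arrays held the RNA of 1 biological replicate. Treated mice drank water with 10 mg/L (55 µmol/L) CdCl2 for 20 weeks from the age of 8 weeks. Amplified cDNA was hybridized to Affymetrix Mouse Gene ST 2.0 arrays, on which a probe set summarizes the probes of a transcript cluster. The authors turned the scans into robust multiarray average (RMA) values with the R package oligo, so each deposited value is a log2 transcript abundance, background-corrected and normalized between arrays. The table held 41345 probe sets, of which 23521 were paired with 1 gene symbol, 1814 with several and 16010 with none. From these values, limma's moderated test compared the groups probe set by probe set, and lists of genes fixed before the data were examined were compared with all other genes by camera. Array medians lay between 4.86 and 5.12, and correlations between arrays ranged from 0.82 to 0.971. Control replicate 3 stood apart from the others. Its mean over 7 skeletal muscle genes was 9.35, against 5.09 to 5.49 on the other arrays, and its mean over 4 genes of squamous epithelium was 7.62, against 4.45 to 4.80, both lists made after the data were examined. With 3 arrays per group, the number of arrays limits the precision, and the smallest p that an exact permutation test can give is 0.1.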

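The largest changes were ranked among named genes with an unadjusted p under 0.05 from limma and no overlap between the groups. Of these, the largest increases included Tdpoz2 (log2 fold change 1.12, standard error 0.44) and the exocrine gland peptide gene Esp18 (0.97, standard error 0.25). The lectin-like receptor gene Klrb1 (0.90), the pseudogene Uqcrh-ps1 (1.01) and the receptor gene Olfr341 (0.90) were others. Larger decreases were seen for the airway secretory gene Bpifb1 (log2 fold change -3.05, standard error 0.98), the heat shock genes Hspa1b (-2.47, standard error 0.46) and Hspa1a (-1.76), and genes of cardiac muscle, Sln (-2.29), Nppa (-1.96), Csrp3 (-1.17) and Myl7 (-1.16). The chemokine receptor-like gene Ccrl2 (-1.30), the lactoferrin gene Ltf (-1.12) and the cytochrome oxidase subunit genes Cox8b (-1.61) and Cox7a1 (-1.13) were also among the largest decreases so ranked. Bpifa1 fell further (-3.57), but its arrays overlapped between the groups. Bpifb1 varied widely among the Cd-treated arrays, which read 5.00, 7.88 and 3.55. For other genes 1 control array stood apart. Tdpoz2 read 5.05, 4.64 and 3.24 on the control arrays, Uqcrh-ps1 3.59, 3.52 and 2.54, and Nppa 10.68, 8.02 and 7.83. The t-test of the paper's methods gave Tdpoz2 and Nppa an unadjusted p of 0.111 and 0.123. Over 22180 named genes, 263 had an unadjusted p under 0.05 from limma, 125 of them higher and 138 lower in the Cd-treated lungs. Over all 41345 probe sets the count was 831 (434 higher, 397 lower), which is 2.01%, where chance alone gives 2067. No probe set passed an adjusted p of 0.05 from limma, where the smallest adjusted p was 0.992, nor by the methods' t-test, which gave 1086 probe sets and 579 genes at an unadjusted p under 0.05. In 7.14% of the named genes the groups did not overlap, where chance gives 10%.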

Four hundred and forty‐three genes were differentially expressed at *P* < 0.05 between Cd‐treated and control groups. To test for pathway enrichment among these genes, we used Gene Set Enrichment Analysis (GSEA) to test for significant over‐ or underrepresentation of gene sets based on transcript abundance. Gene sets significantly overrepresented (FDR *q* < 0.05) following Cd exposure were predominantly neuronal in nature (Fig. 3). 

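The lists of neuronal genes did not all move alike. The mean log2 fold change, Cd-treated minus control, was 0.13 over 1104 olfactory receptors, 0.11 over 23 glutamate receptors and 0.20 over 16 genes of serotonin receptors and synthesis, and these lists were higher than other genes by camera (adjusted p = 2.15e-06, 0.037 and 0.00298). By this preset correlation of camera 23 of 50 lists passed, and with an estimated correlation none did (adjusted p = 0.64 for each of these 3 lists). With cyclic loess the means were 0.089, 0.041 and 0.12, and the glutamate and serotonin lists no longer passed, nor did they against lists matched on intensity. Quantile normalization took the glutamate list to 0.039, not past the test. For other receptors the mean was 0.069 over 21 acetylcholine receptors and 0.026 over 18 GABA receptors, which did not pass (adjusted p = 0.101 and 0.56 from camera). Comparison families of pheromone receptors and hair proteins were higher too, with means of 0.11 over 285 vomeronasal receptors and 0.18 over 48 keratin-associated proteins (adjusted p = 0.000973 and 7.16e-05 from camera, and 0.64 for both with an estimated correlation), but neither passed without control replicate 3 or without Cd-treated replicate 3. The other 4 comparison families, of taste receptors, trace amine receptors, casein and prolactin, and male germ line clusters, did not pass (adjusted p = 0.0929, 0.14, 0.478 and 0.248 from camera). Control replicate 3 had the lowest mean of all 6 arrays over the olfactory, vomeronasal, keratin-associated, defensin, glutamate and serotonin lists. From the gene sets that passed its FDR threshold, most of them neuronal, the paper states that oral Cd increased neuronal gene set enrichment in the lung (Fig. 3).

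**Figure D1:**
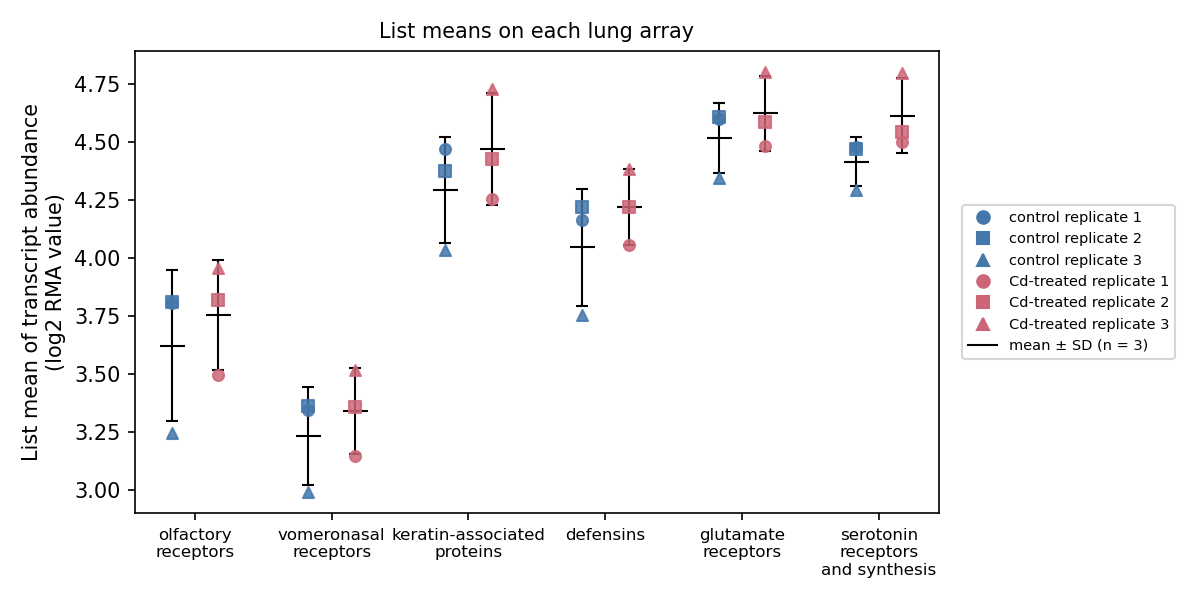
Mean log2 RMA value of the genes of 6 lists (y axis) on each of the 6 arrays, with controls in blue and Cd-treated in red and a marker for each replicate; bars give the mean ± SD (n = 3). The 2 groups overlap in the olfactory receptors, where the control arrays read 3.81, 3.81 and 3.24 and the Cd-treated arrays 3.49, 3.82 and 3.96.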

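Olfr97, Olfr458, Olfr1416 and Olfr341, odorant receptors, had log2 fold changes of 0.79, 0.71, 0.75 and 0.90, and limma gave unadjusted p of 0.0112, 0.0137, 0.0202 and 0.0228. Olfr97 was 2.72 ± 0.33 on the control arrays and 3.50 ± 0.17 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each). The lower quartile of all probe sets lay between 3.77 and 4.20 over the arrays, and Olfr97 and Olfr1416 read below it on every array. Of the 1104 olfactory receptors, 14 were higher and 2 lower in the Cd-treated lungs at an unadjusted p under 0.05 from limma, and 1088 did not pass, where chance gives 55.2. None passed when adjusted over the list alone or over all probe sets. The sign was positive for 779 and negative for 325. In the running sum test the enrichment score was 0.49 (adjusted p = 0.00799 from 1000 gene permutations). Of 19 genes of the olfactory signalling apparatus, which carry the odorant signal within the cell, none passed, and the mean log2 fold change was 0.039 (adjusted p = 0.435 from camera). Within it Omp, the olfactory marker protein, was 4.56 ± 0.28 on the control arrays and 5.03 ± 0.12 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each), with an unadjusted p of 0.0576 from limma. Without control replicate 3 the mean over the olfactory receptors was -0.053, and without Cd-treated replicate 3 it was 0.035, and the list passed in neither case. The list mean also followed that of 5 multicopy sex chromosome genes of spermatids (Sly, Srsy, Srsx, Slx and Astx5) from array to array, which ran from 4.31 on control replicate 3 to 8.53 on Cd-treated replicate 3.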

Olfactory receptor (*Olfr*) gene sets were most significant, including 20 differentially expressed transcripts of *Olfr* genes and olfactory marker protein (*Omp*) gene. Furthermore, glutamatergic, cholinergic, serotonergic, and GABAergic gene sets were also enriched. 

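Among receptors of glutamate, the main excitatory transmitter, 1 of 23 was higher, none was lower and 22 did not pass at an unadjusted p under 0.05 from limma, and 16 had a positive sign. Grik5, a kainate receptor subunit, had a log2 fold change of 0.36 (unadjusted p of 0.0919 from limma). Of 21 acetylcholine receptors, 2 were higher and 1 was lower. Chrng, the muscle nicotinic subunit of fetal tissue, had a log2 fold change of 0.42 (unadjusted p of 0.0495 from limma), and Chrm2, the muscarinic M2 receptor, had -0.69 (unadjusted p of 0.0345 from limma). Of 16 genes of serotonin receptors and synthesis, 1 was higher and 15 did not pass. Htr7, a Gs-coupled receptor, had a log2 fold change of 0.59 and Tph2, the neuronal enzyme of serotonin synthesis, had 0.48 (unadjusted p of 0.0575 and 0.0602 from limma). None of 18 GABA receptors passed, with Gabre at 0.48 and Gabrr1 at -0.42. None of these lists had a gene that passed when adjusted over the list alone. In the running sum test the enrichment scores were 0.50 (adjusted p = 0.0576), 0.38 (0.35), 0.64 (0.00799) and 0.29 (0.702). Leaving out control replicate 3 or Cd-treated replicate 3 brought the mean log2 fold change of the glutamate list down to 0.020 and 0.017, and leaving out Cd-treated replicate 3 brought that of the serotonin list to 0.11, below the threshold of the test in each case.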

Differentially expressed genes within these sets included glutamatergic receptors (*Grin2a*), cholinergic receptors (*Chrna2*), serotonergic receptors (*Htr3b*), and GABAergic receptors (*Gabrb3*) (Table 1). 

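Grin2a, an NMDA receptor subunit (probe set 17328046), was 3.73 ± 0.20 on the control arrays and 4.36 ± 0.14 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each). Its log2 fold change was 0.63, with a standard error of 0.20 and an unadjusted p of 0.0146 from limma. It read below the lower quartile of all probe sets on each control array and above it on each Cd-treated array. Chrna2, a neuronal nicotinic subunit (probe set 17301468), was 4.09 ± 0.19 on the control arrays and 4.60 ± 0.15 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each), a log2 fold change of 0.51 (standard error 0.20, unadjusted p of 0.0339 from limma). Htr3b, a subunit of the serotonin-gated ion channel (probe set 17526729), was 4.52 ± 0.06 on the control arrays and 5.22 ± 0.21 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.19, unadjusted p of 0.0076 from limma). For each of the 3 genes every Cd-treated array lay above every control array, for which an exact permutation test gives p = 0.1, and the adjusted p from limma over all probe sets was 0.992. Without control replicate 1 the unadjusted p of Grin2a was 0.061, and that of Chrna2 rose above 0.05 when leaving out control replicate 1 or 3 or Cd-treated replicate 2 or 3.

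**Figure D2:**
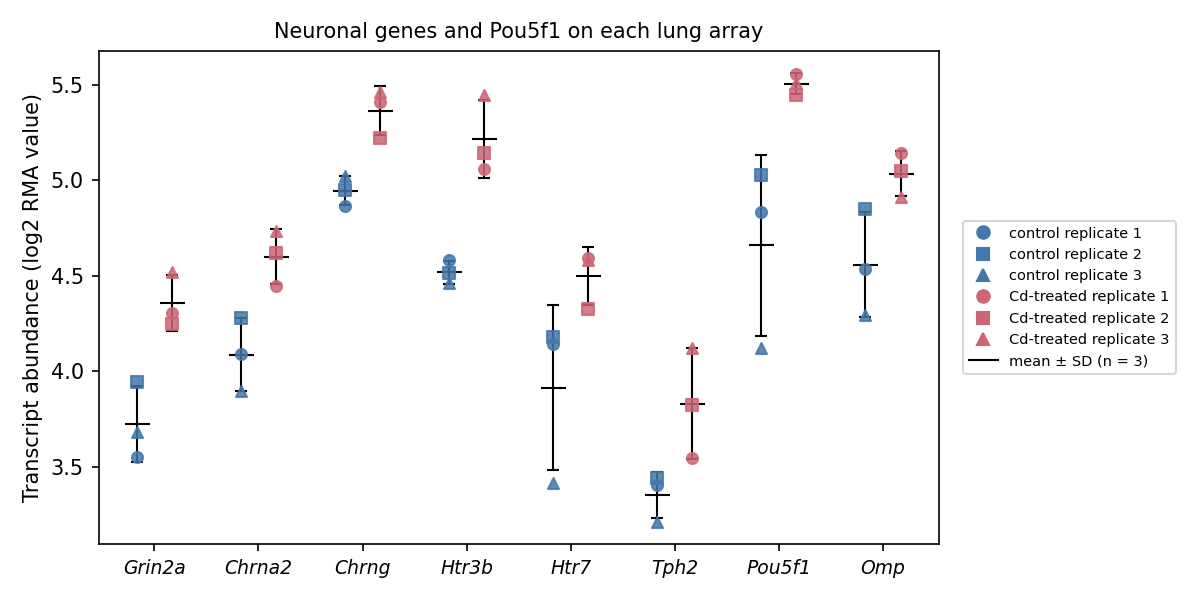
Log2 RMA value (y axis) of 8 genes on each of the 6 arrays, with controls in blue and Cd-treated in red, a marker for each replicate and the mean ± SD (n = 3). For Grin2a the Cd-treated arrays lie above all control arrays, with means of 4.36 against 3.73.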

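Pou5f1, the pluripotency transcription factor gene (probe set 17337155), was 4.66 ± 0.47 on the control arrays and 5.50 ± 0.055 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each). The log2 fold change was 0.84 (standard error 0.26), and limma gave an unadjusted p of 0.0152. The control arrays spread widely, from 4.12 on control replicate 3 to 5.02 on control replicate 2, and all Cd-treated arrays read between 5.45 and 5.55.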

*Pou5f1*, a gene implicated in promoter control of mouse olfactory receptor expression (Plessy et al. 2012), was also increased by Cd.

**Figure 3:**
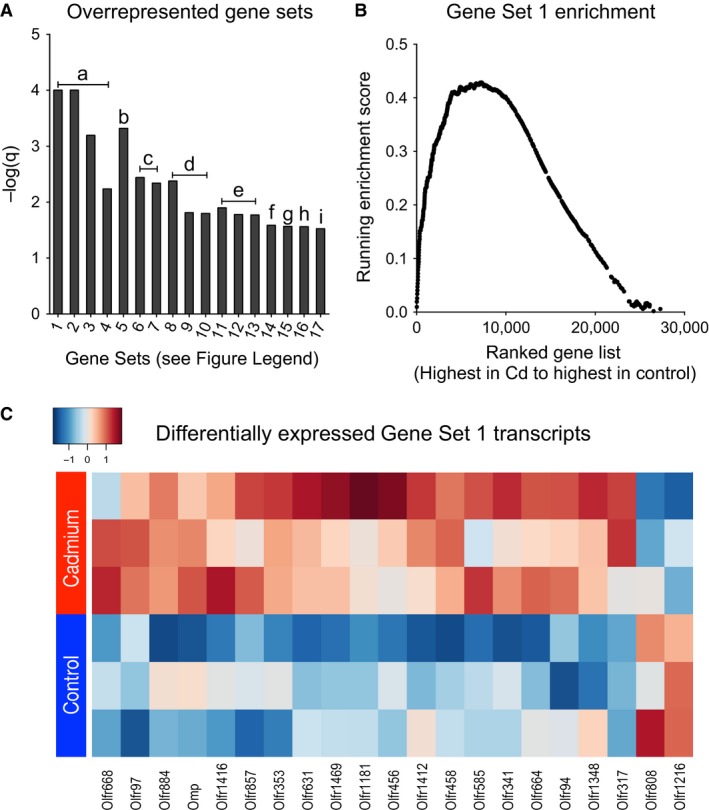
Low‐dose oral Cd increases neuronal gene set enrichment in mouse lung. (A) Gene sets significantly enriched (q < 0.05) with overrepresented gene transcripts by Cd. Numbers (*x*‐axis) denote unique gene sets and lowercase letters (in graph) denote top enriching mRNAs (see below). Gene set ID s (*x*‐axis labels): 1: Olfactory receptors. 2: Olfactory transduction. 3: GPCR downstream signaling. 4: Signaling by GPCR. 5: Neuroactive ligand receptor interaction. 6: Defensins. 7: Beta‐defensins. 8: Acetylcholine‐binding receptor and downstream events. 9: Highly calcium permeable postsynaptic nicotinic acetylcholine receptors. 10: Presynaptic nicotinic acetylcholine receptors. 11: Class A1 rhodopsin receptors. 12: Amine ligand‐binding receptors. 13: Serotonin receptors. 14: GABA A receptor activation. 15: Amine‐derived hormones. 16: GPCR ligand binding. 17: Metabolism of steroid hormones and vitamins A and D. Top enriching genes (symbols in graph): a, *Olfr97*; b, *Grin2a*; c, *Defb19*; d, *Chrna2*; e, *Htr7*; f, *Gabrb3*; g, *Tph2*; h, *Nms*; i, *Cyp27b1*. (B) Enrichment plot of Gene Set 1 from (A). Each dot is a gene set gene shown based on position in the ranked list of all genes (*x*‐axis) and its contribution to gene set enrichment (*y*‐axis). (C) Heatmap depicting autoscaled z‐scores (per column) of differentially expressed genes taken from Gene Set 1 from (A). Red means increased abundance and blue means decreased (see blue‐to‐red gradient key).

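Of the genes in the heatmap, 20 were measured by a probe set paired with 1 gene symbol, 19 of them olfactory receptors and the other Omp. All 20 had the direction of the heatmap, and 16 had an unadjusted p under 0.05 from limma. Olfr1412, Olfr1181 and Olfr668 had log2 fold changes of 0.77, 0.77 and 0.62, with unadjusted p of 0.0289, 0.0471 and 0.0425 from limma. Olfr808 and Olfr1216 were lower in the Cd-treated lungs, with log2 fold changes of -0.60 and -0.51. Since these genes were chosen by the study on the same samples, their direction is not independent evidence of it.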

### Molecular confirmation of neuronal targets of low‐dose Cd

To confirm microarray results of neuronal pathway enrichment, mRNA‐targeting primers were designed (Table 2) and transcript abundance was quantified by RT‐qPCR (Fig. 4). Among the genes tested, *Grin2a* had the largest fold increase (Fig. 4; 11.3‐fold of control; *P* < 0.05); genes in olfactory and serotonergic pathways were also significant, while others trended to increase by Cd. We also examined the abundance of the GRIN2A protein as the mRNA most increased by Cd in the qPCR panel and confirmed the protein level increase (Fig. 5; 5.9‐fold of control, *P* < 0.05). The quality of images for olfactory receptor protein was insufficient to determine whether this protein was increased.

**Table 2:** RT‐qPCR primers

Gene	Forward	Reverse
18S rRNA	CTG CCA TTA AGG GCG TGG G	GTG ATC ACT CGC TCC ACC TC
*Chrna2*	CAG ACT CTG GAT GGG CTG C	CTG GAA AGC AGG ATG GGA GG
*Chrng*	TGA CAG TGG GAA CGA GGA GT	AGG GAG AGC ATG GCT AGG AA
*Gabrb3*	GGG AGG AAG GCT TTT CGG CA	CGG GGT CGT TTA CGC TCT GA
*Grin2a*	TCT CCG CCT TTC CGA TTT GG	GCG TCC AAC TTC CCA GTT TT
*Htr3b*	CAC ACC TCT GAT TGG GGT CT	GGC ACA TAA GAG GCC GTT CT
*Mt2*	TCG ACC CAA TAC TCT CCG CTA	GAG CAG GAT CCA TCG GAG G
*Olfr97*	TGT TGG GAC TGT CCA GTA ACTCA	GGC CCA GCA AGT AGA GAA CAA
*Olfr317*	TGG AAG TTC TGT CCT CTC CCA T	CCG GTC AGA GAA GCC AGT AAG
*Olfr341*	TGT GCA CAC CCT TCT CTT GG	ATG GCA GGG TAA TGA CTA GTG T
*Olfr458*	CAG CAC TTT TTC GCT CTA GCC	CAG CCA CGT AGC GGT CAT AG
*Olfr1416*	CAG GCC ATT GAT ACC CGG AG	GGG GAG TAT TTC CCA ATC CCA
*Omp*	TTC TGG CGC AAG GAA GAC TC	CAG AGG CCT TTA GGT TGG CA
*Pou5f1*	GGA GGG ATG GCA TAC TGT GG	TTT CAT GTC CTG GGA CTC CTC
*Tph2*	CCC CGG AAC CAG ATA CAT GC	ATC TGA GGC TCC CAG AGA CG

Primers were designed with NCBI Primer‐Blast. All primers are listed in the 5′‐to‐3′ directionality.

**Figure 4:**
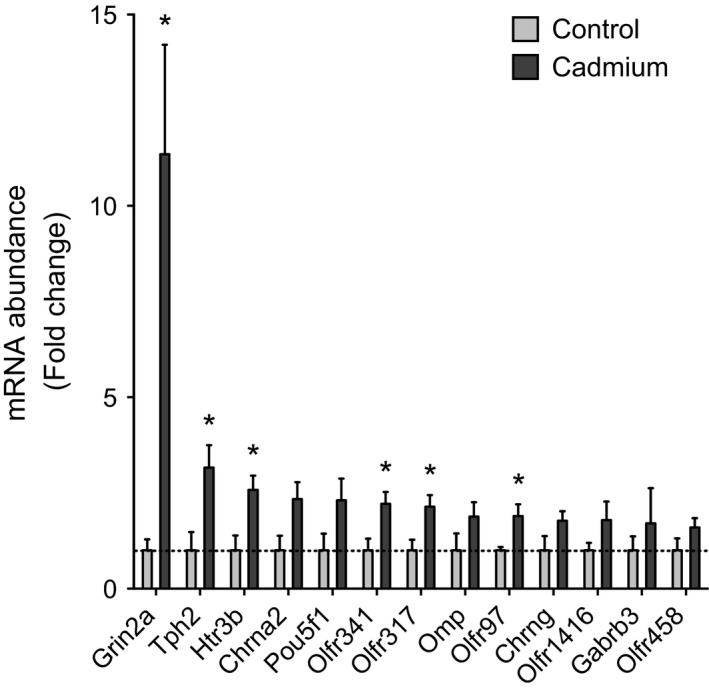
RT‐qPCR confirmation of neuronal genes increased by low‐dose oral Cd. The abundances of target neuronal genes were examined by RT‐qPCR to confirm microarray and gene set enrichment results (ordered by fold change). Primer designs are given in Table 1. Abundances were normalized to *RPS18* using the 2^−ΔΔ^ ^CT^ method. *n* = 3. *P < 0.05.

**Figure 5:**
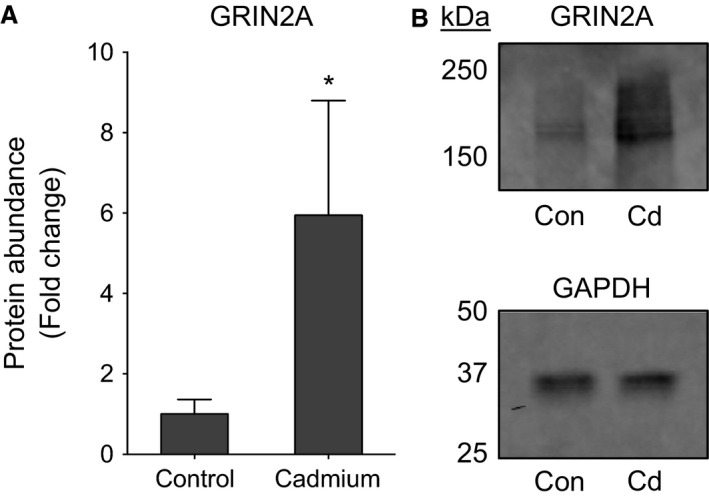
Western blotting of GRIN2A. Mouse lung tissue proteins were denatured, reduced with DTT, and separated by SDS‐PAGE on 7.5% gels. Proteins were transferred to PVDF membranes which were immunoblotted for GRIN2A (165 kDa) and GAPDH (37 kDa). Expression of GRIN2A was then normalized to GAPDH. (A) Relative quantification of lung tissue GRIN2A. (B) Membrane images of GRIN2A and GAPDH bands with molecular weight marker positions indicated to the left. *n* = 4. *P < 0.05.

### Non‐neuronal effects of low‐dose Cd

Non‐neuronal gene sets of defensins and steroid hormone synthesis were also enriched following low‐dose Cd treatment (Fig. 3A gene sets 6, 7, and 17), but none of the top genes enriching these sets were significantly different, so they were not targeted for confirmation. Additionally, many gene sets were enriched due to underrepresentation of gene transcripts, rather than by overrepresentation. These negatively enriched gene sets included cell cycle disruption, 26S proteasomal dysfunction, and cytoskeletal remodeling, consistent with Cd effects on carcinogenesis (Go et al. 2014a, 2015b).

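Defensins, small antimicrobial peptides, were higher as a list, with a mean log2 fold change of 0.17 over 52 genes and 40 positive signs (adjusted p = 8.49e-05 from camera, and adjusted p = 0.64 with an estimated correlation). No single defensin was past an unadjusted p of 0.05 from limma. Defb19 and Defb46 had the smallest p, with log2 fold changes of 0.59 and 0.61 (unadjusted p of 0.0537 and 0.0571 from limma). Of 30 genes of steroid hormone and vitamin D metabolism, 1 was higher and 29 did not pass, and the mean was 0.043 (adjusted p = 0.251 from camera). The gene that was higher was Cyp27b1, which makes active vitamin D, at a log2 fold change of 0.55 (standard error 0.22, unadjusted p of 0.0383 from limma). Enrichment scores in the running sum test were 0.56 (adjusted p = 0.00799) and 0.32 (0.481). Without control replicate 3 the mean over the defensins was 0.029 and the list no longer passed.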

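Proteasome, cell cycle and cytoskeleton genes were lower in the Cd-treated lungs as lists. Over 40 proteasome subunits the mean log2 fold change was -0.27, and 39 had a negative sign. Psmd7 and Psmd11, of the regulatory particle, had log2 fold changes of -0.63 and -0.42. Over 54 cell cycle genes the mean was -0.15, with 2 lower, none higher and 52 that did not pass at an unadjusted p under 0.05 from limma. The 2 genes were Cdkn1a, an inhibitor of cyclin-dependent kinases, at -0.94, and Ccnd2, cyclin D2, at -0.66 (unadjusted p of 0.0311 and 0.045 from limma). Over 44 genes of the actin cytoskeleton the mean was -0.24, and 41 had a negative sign, among them Gsn, gelsolin, at -0.40 and Tpm1, a tropomyosin, at -0.38. The adjusted p from camera was 2.15e-06, 0.00452 and 1.28e-05 for the 3 lists, and 0.64 for each with an estimated correlation. Enrichment scores were -0.63, -0.51 and -0.55, each with an adjusted p of 0.00799. Control replicate 3 had the highest mean of the 6 arrays over each of the 3 lists. Without it the means were -0.054, -0.078 and -0.078, and none of the 3 passed. Without Cd-treated replicate 3 the cytoskeleton mean was -0.095 and no longer passed, while without Cd-treated replicate 1 the cell cycle mean was unchanged at -0.15 and only its p rose (adjusted p = 0.0614). With cyclic loess the means of the proteasome and cytoskeleton lists were -0.087 and -0.032, and neither passed, nor did they against lists matched on intensity (adjusted p = 0.137 and 0.658). The cell cycle list passed in both cases.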

Gene set enrichment analysis showed no significant enrichment of increased or decreased transcripts associated with metal response pathways. 

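Zinc transporters and the metal transcription factor, taken as a list of 28 genes, had a mean log2 fold change of -0.049 (adjusted p = 0.66 from camera), and none of them passed. Slc30a9 had the smallest unadjusted p, at a log2 fold change of -0.46. The metallothioneins, cysteine-rich proteins that bind Cd and zinc, were lower as a list of 4 genes, with a mean of -0.71 (adjusted p = 0.00579 from camera, and adjusted p = 0.64 with an estimated correlation). Their enrichment score was -0.87 (adjusted p = 0.0213). Without control replicate 3 the mean was -0.43 and the list no longer passed.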

Because metallothionein (MT) is induced in lung tissue following acute Cd inhalation (Klaassen et al. 2009), we targeted these transcripts for confirmation. 

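Mt1 was 9.32 ± 0.15 on the control arrays and 8.67 ± 0.64 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each), a log2 fold change of -0.66 with a standard error of 0.33 (unadjusted p of 0.0868 from limma). Mt3, the neuronal isoform, differed by -0.12 (unadjusted p of 0.573 from limma). Mt4, an isoform of squamous epithelium, read 6.91 on control replicate 3, against 3.38 and 3.18 on the other control arrays, and had a log2 fold change of -0.90 (unadjusted p of 0.372 from limma). The metal transcription factors Mtf1 and Mtf2 had log2 fold changes of -0.22 and -0.28 (unadjusted p of 0.397 and 0.162 from limma).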

Low‐dose oral Cd did not alter the abundance of *Mt1*,* Mt3‐5*, or metal transcription factors (data not shown). 

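Mt2 (probe set 17503937) was 9.53 ± 0.22 on the control arrays and 8.37 ± 0.84 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each). Its log2 fold change was -1.16 (standard error 0.41), and limma gave an unadjusted p of 0.0253. Cd-treated replicate 3 was the lowest, at 7.42, with 9.02 and 8.66 on the other Cd-treated arrays, and the control arrays read 9.30, 9.56 and 9.74. The exact permutation test gives p = 0.1. The unadjusted p from limma was 0.058 without control replicate 2 and 0.066 without control replicate 3, and the methods' t-test gave 0.081 over all arrays.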

Cd significantly decreased *Mt2* by microarray analysis (*P* < 0.05); qPCR showed a 3.4‐fold decrease, but this was not significant (*P* = 0.15).

### Cd altered the abundance of neurotransmitter metabolic precursors in mouse lung tissue

To test for changes in neurotransmitter and precursor metabolite abundances, we performed metabolomics analysis on mouse lung tissue using high‐resolution mass spectrometry (Soltow et al. 2013). Multiple amino acid and amines in neuronal pathways, predominantly neurontransmitter precursors, were significantly increased by Cd (Fig. 6). These included glutamate (a co‐agonist for NDMA receptors such as GRIN2A, and a precursor of GABA), choline (an acetylcholine precursor), tryptophan (a serotonin precursor), and tyrosine (a catecholamine precursor). Furthermore, glutamate was >10‐fold more abundant than tryptophan (Fig. 6A vs. 6C), which accurately reflects the relative abundances of amino acids in the mammalian lung (Damgaard et al. 2015). Ultimately, these data show Cd‐dependent metabolic perturbations that could compound the effects of gene expression changes to lung neuronal pathways, further contributing to the observed AHR (Fig. 2) and lung disease risk.

**Figure 6:**
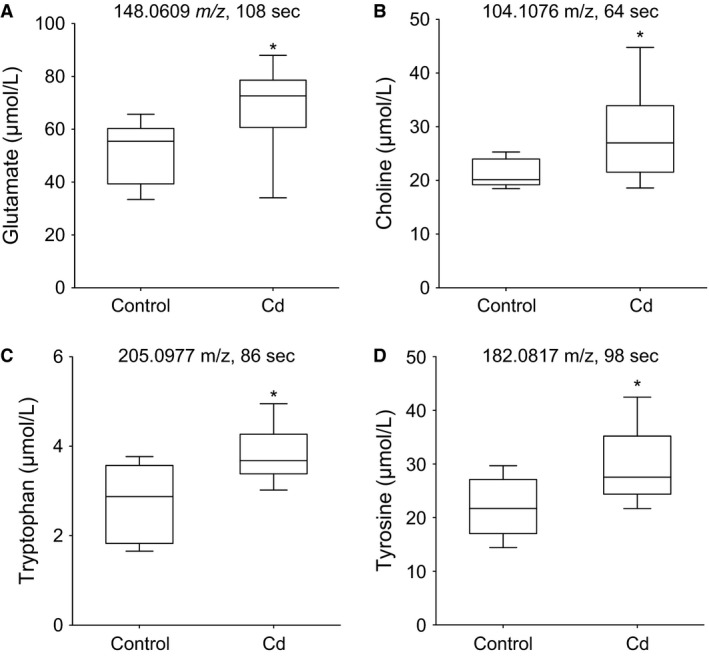
Mouse lung metabolites associated with neuronal pathways are increased by low‐dose oral Cd. Lung tissue samples were extracted using acetonitrile and analyzed by high‐resolution LC‐MS with targeted data processing for neuronal metabolites. Biological reference standards containing known concentrations of metabolites were used to estimate quantities of (A) glutamate, (B) choline, (C) tryptophan, and (D) tyrosine. *n* = 8. *P < 0.05.

## Discussion

Circulating Cd is predictive of airway obstruction and loss of lung function in healthy adults (Oh et al. 2014; Yoon et al. 2014) suggesting that once absorbed, Cd is a strong determinant of lung disease. This study shows that low‐dose Cd in drinking water increased mouse lung Cd to levels found in human lung (Fig. 1) and also increased AHR in the mouse model (Fig. 2). AHR (sometimes called bronchial hyperresponsiveness) is a hallmark of asthma and may also occur in COPD (Borak and Lefkowitz 2016). Clinical distinctions between the major AHR‐presenting diseases, asthma and COPD, become less clear as patients age (Slats and Taube 2016); because Cd accumulates over the human lifespan (Lee and Kim 2016), the present results suggest that dietary Cd could be generally important as a comorbidity factor in age‐associated AHR‐presenting disease.

Although the possible role, extent, and mechanism(s) of Cd in these processes are uncertain, clinical data support the potential for dietary Cd as a lung disease risk factor. Blood Cd is associated with metabolic syndrome (Lee and Kim 2016), which may cause or contribute to asthma symptoms (Serafino‐Agrusa et al. 2015). Urinary Cd measured in asthmatic children (median, 0.33 *μ*g/L) (Willers et al. 2005) is increased compared to that of NHANES children data collected the same year (mean, 0.08 *μ*g/L) (Riederer et al. 2013). Chronic respiratory symptoms are associated with urinary Cd in elderly individuals (García‐Esquinas et al. 2015), and asthma, bronchitis, and emphysema are associated with old housing which is a significant predictor of blood and urinary Cd (Shiue and Bramley 2015). However, heavy metals in urine including Cd were not associated with adult asthma in 2007–2008 NHANES data (Mendy et al. 2012) and urinary Cd was not a determinant of pro‐asthmatic respiratory symptoms in a cohort of Hong Kong preschoolers (Leung et al. 2013).

In this study, low‐dose Cd increased neuronal receptor transcripts and metabolites suggesting contribution to lung pathophysiology, including olfactory receptors, glutamatergic receptors, glutamate, and precursor metabolites from GABAergic, serotonergic, and cholinergic pathways (Figs. 4, 5, 6; schematic summary in Fig. 7). Protein level for the glutamate‐receptor GRIN2A was also increased. Similar changes have previously been noted in control of airway resistance. Airway glutamatergic signaling was shown to control contractility in human airway smooth muscle cells and murine thin‐cut lung slices (Anaparti et al. 2015), and pulmonary neuroendocrine signaling by olfactory and serotonergic receptors was observed to regulate bronchial tone (Gu et al. 2014). Although the present design did not include Cd dose–response, we examined lung tissue transcript data from another study (JD Chandler, ML Orr, L Hao, DP Jones, and Y‐M Go, unpublished) with mice given 3.3 mg CdCl_2_ per liter of drinking water for 16 weeks. These results showed that olfactory signaling and glutamatergic pathways were among the top 20% of overrepresented gene sets. Therefore, the results are consistent with a role for Cd‐dependent induction of genes in neuronal pathways, increased GRIN2A protein, and elevation of metabolites associated with these neuronal pathways, in the mechanisms of AHR.

**Figure 7:**
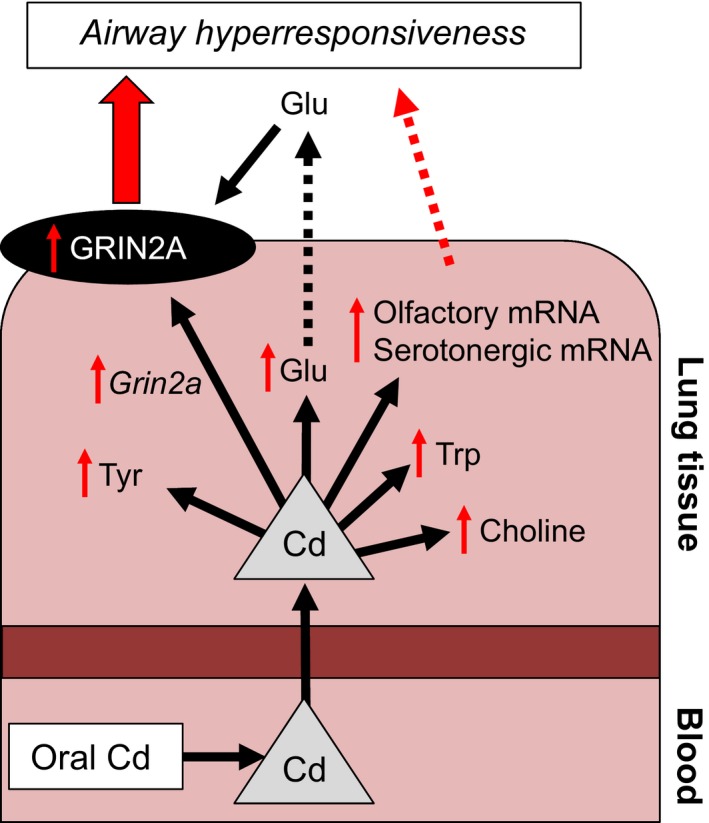
Low‐dose oral Cd increases airway hyperresponsiveness mediated by neuronal pathways. Orally absorbed Cd is transported into lung tissue and increases airway resistance by disrupting autonomic receptors and neuronal pathways. Increased NMDA receptor, ionotropic 2A (GRIN2A) protein expression, by way of increased *Grin2a* mRNA, and increased glutamate abundance coordinately contribute to increased glutamatergic activity that may drive increased airway hyperresponsiveness (AHR) in turn. Cd also increases metabolites and messenger RNA in other neuronal pathways (olfactory, serotonergic, cholinergic) which may also contribute to AHR. Therefore, orally absorbed Cd may increase AHR at the gene, protein, and metabolite levels, and this may contribute to worse symptoms in asthma, COPD, and other lung diseases.

Asthma is epidemiologically linked with neurological disorders by hormonal and monoaminergic signaling disruption (Van Lieshout et al. 2009). Furthermore, olfactory, glutamatergic, serotonergic, and GABAergic systems may be overactive in asthma patients and others with AHR (Xiang et al. 2007; Gu et al. 2014; Anaparti et al. 2015). Effects of Cd on olfactory, serotonergic, and cholinergic pathways (Figs. 3, 4 and 6) indicate potentially broad neuroendocrine disruption in the lung. Olfactory receptors, which comprised the most overrepresented gene sets (Fig. 3), are expressed by sparsely populated pulmonary neuroendocrine cells and control airway sensitivity to volatile compounds via serotonergic and neuropeptide pathways (Gu et al. 2014). Pulmonary autonomic functions such as serotonergic signaling have previously been implicated in the control of asthma, cough, bronchitis, and pulmonary arterial hypertension (Bayer et al. 2007; Dempsie and MacLean 2008; Wang et al. 2014). Lung olfaction results in the release of metabolites to increase airway smooth muscle contractility (Dupont et al. 1999; Cazzola and Matera 2000; Gu et al. 2014).

Cd may also contribute to asthma symptoms by interacting with other factors that regulate lung disease. Iron sufficiency is a strong negative determinant of Cd burden (Olsson et al. 2002), and iron in exhaled breath is decreased in asthma (Mutti et al. 2006). Zinc is protective against Cd by the induction of metallothionein and other unspecified mechanisms (Mishima et al. 1997), and zinc can improve clinical symptoms of asthma in children such as cough, wheezing, and pulmonary function (Ghaffari et al. 2014). Selenium is decreased in the plasma of asthmatics (Fabian et al. 2013) and is a selective ionic binding partner of Cd in mammals that may help to sequester or remove Cd from the body (Arai et al. 2004). Finally, both zinc and selenium restore anti‐nitrergic effects of Cd in mice (Göçmen et al. 2000). Thus, Cd, iron, zinc, and selenium may coordinately regulate the potential contribution of Cd to AHR by direct interaction (Cd–selenium), competition for transporters (Cd–iron), or regulation of protective factors (Cd–zinc).

Many of the transcripts detected here also play roles in lung carcinogenesis. Transformed lung cells often express increased and/or polymorphic neuroendocrine receptors, including olfactory receptors (Giandomenico et al. 2013; Öberg 2015), glutamate receptors (Okayama et al. 2012; Ahn et al. 2014), and cholinergic receptors (Robles et al. 2014). Indeed, GRIN2A is increased in some lung adenocarcinomas (Okayama et al. 2012; Xin et al. 2013). Thus, while the present results demonstrate an important new pathway of AHR by dietary Cd, they also are consistent with the known lung carcinogenesis potential of Cd (Waalkes 2003).

Increased MT gene expression and protein abundance is a well‐characterized cellular response to Cd, particularly in the kidney and liver (Klaassen et al. 2009). In this study, however, Cd decreased *Mt2,* and other MT genes were not affected. This is in contrast to increased MT expression in response to acutely inhaled Cd (Hart et al. 1989; Klaassen et al. 2009). The implications of this lack of response concerning human respiratory health effects of Cd at a dose mimicking that in foodstuffs are not clear; in the worst case, the results suggest that lung may be relatively unprotected against low‐dose, chronic Cd exposure.

In conclusion, low‐dose oral Cd in mice caused lung Cd burden similar to that in adult humans, increased airway hyperresponsiveness, increased abundance of transcripts of genes controlling autonomic and chemosensory pathways, increased glutamate and other metabolites associated with these pathways, and increased glutamate‐receptor GRIN2A protein. The results suggest a new mechanism for clinical observations that Cd is associated with AHR‐associated lung diseases (Willers et al. 2005; Oh et al. 2014; Yoon et al. 2014). Given the population burden of asthma and COPD, the results emphasize an ongoing need to improve understanding of the mechanisms of low‐dose Cd toxicity, dietary sources of Cd, and possible public health impact of dietary Cd in airway hyperresponsiveness and lung disease.

## Conflicts of Interest

The authors declare no conflicts of interest.

How the deposited data were processed for this re-analysis (not part of the article)

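Lung RNA of 3 control and 3 Cd-treated mice was measured on 6 Affymetrix Mouse Gene ST 2.0 arrays, after amplification with a NuGEN Ovation kit. The deposited values are log2 RMA values that the authors made with the R package oligo, which corrects the background, normalizes between arrays by quantiles and summarizes the probes of a probe set by median polish. The submitters' processing notes name RMA and limma without a version. No value was missing, no filter was seen, and the quartiles of the arrays still differed, with medians from 4.86 to 5.12. No replicates were pooled by the authors, and the labels call the arrays biological replicates.

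Gene symbols were taken from the annotation of the arrays. Of the gene symbols, 21994 were matched by gene number to a reference table and none differed from it. No coordinates are given, since no genome build is named. Where a gene had several probe sets (1082 of 22180 genes), that with the highest mean over all arrays was used. Tests were run in R 4.3.3 with limma 3.58.1, by a linear model with the group as its term and limma's moderated test, adjusted by the method of Benjamini and Hochberg over all probe sets. The prior added 3.06 degrees of freedom.

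Lists of genes, written from general knowledge of receptor families, pathways and cell types before the data were examined, stood in for the authors' gene sets. Of them, 50 had at least 3 measured members and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry, on ranks, against 10000 random lists matched on mean intensity in 20 bins, and with a running sum of the kind GSEA uses (signal-to-noise ranking, weight 1, 1000 gene permutations). The list of casein and prolactin families also took in casein kinases by their symbols, which do not belong to it. The lists of multicopy sex chromosome genes, testis, large airway, all-airway club cell, cartilage, skeletal muscle and squamous epithelium genes were added after the data were examined.

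Named genes were those the paper names for the array, whose values in Table 1 had been seen, the 12 largest increases and 12 largest decreases among probe sets with 1 symbol at an unadjusted p under 0.05 and with no overlap between groups, and up to 4 members of each list described with the smallest unadjusted p. Gene models without a name, small RNAs and olfactory receptors beyond the first 3 were left out of the largest changes. A first pass also left out pseudogenes and numbered clones, against this rule, and was corrected after the values had been seen. Genes of the lists added later, the per-array values and the neuroendocrine genes named in the closing section were chosen after their values were seen.

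The steps were tested on simulated arrays of 41345 probe sets. Of 100 probe sets changed by a log2 value of 1, limma found 86 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05, and of 100 changed by 2 it found 96 and 38. Of the unchanged probe sets, 5.48% had an unadjusted p under 0.05, and 2 passed the adjusted threshold. The simulated noise was drawn independently for each probe set and array, without the differences that probe sets of an array share in the data. In the data 2.01% of probe sets had an unadjusted p under 0.05. The simulation therefore checks the steps, and its rates do not give the power of these arrays. Alternatives were a trended and robust prior, the methods' t-test, the replicate block, cyclic loess, quantile normalization again, array weights, filters on intensity, fold change and symbols, the mean of all probe sets of a gene, other list tests, and leaving out each array. The multicopy covariate and the leaving out of 2 arrays together were added after the data were examined. Measurements of the paper that were not made on the arrays were left out.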

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

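The tests of genomic DNA, of testis RNA, of a loss of club cells, of a single array behind the lower proteasome, cell cycle and cytoskeleton genes and of a bright shift in each of these 3 lists were chosen after the results were seen, as was the reading of a single array where more than 1 array moved a mean past its midpoint to 0, and the cartilage test was set before its value but its reading was changed afterwards.

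Several gene groups that the paper does not discuss passed camera at its preset correlation. The mean log2 fold change was 0.11 over 285 vomeronasal receptors, the pheromone receptors, and 0.18 over 48 keratin-associated proteins of hair. These means were -0.015 and 0.047 without control replicate 3, and without Cd-treated replicate 3 they were 0.018 and 0.047, none past the test. The mean was 0.23 over 8 genes of red cells and platelets (adjusted p = 0.0189 from camera), and it was 0.088 without Cd-treated replicate 1, 0.14 without control replicate 2 and 0.052 with array weights, none past the test. The adjusted p of these 3 lists was 0.64 with an estimated correlation. The 5 multicopy sex chromosome genes of spermatids varied between arrays, and no difference between the groups was shown: the mean differed by 0.85 (exact permutation p = 0.6) and no gene passed at an unadjusted p under 0.05 from limma. Their per-array means were 7.35, 7.38 and 4.31 on the control arrays and 5.71, 7.35 and 8.53 on the Cd-treated arrays, while the Y-linked genes Kdm5d, Uty and Eif2s3y had log2 fold changes of -0.26, -0.0073 and -0.39.

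Olfactory receptors were higher in the Cd-treated lungs by a mean log2 value of 0.13, past camera at its preset correlation but not at an estimated one (adjusted p = 0.64) and with arrays that overlapped between the groups (exact permutation p = 0.5), and whether a single array sets this stays open, since the mean was -0.053 without control replicate 3 and 0.035 without Cd-treated replicate 3. The mean lay at percentile 100 of 10000 lists matched on intensity, which met the bound set in advance against a general shift of dim probe sets. Such a shift still stays open, since those lists averaged 0.054 themselves and draw genes as if independent (estimated correlation 0.31). With cyclic loess the olfactory mean was 0.089. A shift shared by families silent in lung also stays open, and the bound set in advance in its favour, a pooled mean of at least 0.067, was met. The 6 such families, with casein kinases among their genes, had a pooled mean of 0.10 (standard error 0.011 over 443 genes, not over arrays). Among them were taste receptors (0.060), trace amine receptors (0.095), casein and prolactin families (0.037) and male germ line clusters (0.039). The vomeronasal arrays overlapped between the groups (exact permutation p = 0.6). A candidate explanation is genomic DNA in the labelled material. The olfactory mean followed that of the multicopy genes over the 6 arrays (r = 0.995, exact permutation p = 0.00417, adjusted 0.00833 over 6 relations). By ranks rho was 0.943 (exact permutation p = 0.0167, adjusted 0.0333), and r was 0.997 without the 2 farthest arrays. With the multicopy mean as a covariate the olfactory mean log2 fold change was -0.017 (standard error 0.027), against a standard error of 0.23 over arrays without it. At so close a correlation this value follows from it and is no separate support. Any other difference between arrays that both means follow would give the same values. Testis RNA as the source of the multicopy genes is argued against by a range of 0.36 over single-copy testis genes, where the multicopy genes ranged over 4.22. More neuroendocrine cells cannot be told apart from no change, since their 18 markers had a mean of 0.065 with an upper 95% bound over genes of 0.16. Of these markers 11 had a positive sign, among them Insm1 (0.18) and Uchl1 (0.16), and 7 a negative sign, among them Resp18 (-0.27). An effect of Cd stays open, and the 10 splits of 3 against 3 are too few for a share under 0.05, with 5 splits as large, 0.13 in the real one and 0.35 in the highest other.

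Proteasome, cell cycle and cytoskeleton genes had a pooled mean log2 fold change of -0.21 over 138 genes. Against 10000 lists matched on intensity, only the cell cycle list, at percentile 0, passed the bound against a general shift of bright probe sets. It hardly tests such a shift, since its array means of 5.20 to 5.50 lay near the array medians of 4.86 to 5.12. Its matched lists averaged -0.0019 and draw genes as if independent (estimated correlation 0.066). A bright shift fits the other 2 lists, at percentile 2.86 for proteasome and 22.35 for cytoskeleton genes. Their means with cyclic loess were -0.087 and -0.032. The pooled mean also lay at percentile 0 of matched lists, whose middle 95% ran from -0.16 to -0.075, but for the 3 lists together this leaves the explanation open, since the lists disagree. Control replicate 3 is a candidate for part of the shift, since the pooled mean was -0.071 without it, and it was -0.11 with the multicopy mean as a covariate. An effect of Cd on the remaining difference stays open and was not tested apart from these.

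Secretory genes of the large airways, Bpifa1, Bpifb1, Scgb3a1 and Reg3g, were lower by a mean of -2.83, with per-array means of 9.40, 9.14 and 9.26 in the control lungs and 5.74, 9.10 and 4.48 in the Cd-treated lungs. A loss of club cells throughout the airways as large as the secretory fall is argued against by 5 club cell genes of all airways. Their mean log2 fold change was -0.063 with a lower 95% bound of -0.65, and Scgb1a1 read 12.6 to 12.9 in all lungs. The 5 genes were picked after the data were examined, which limits this. Their mean was 11.1 on Cd-treated replicate 3, against 11.5 to 11.8 on the other arrays. A smaller loss in that lung stays open. Less trachea and main bronchus in the tissue pieces cannot be told apart from an effect of Cd. The mean over cartilage genes was 0.057 (standard error 0.046 over genes), which met the bound set in advance against this explanation. With the multicopy mean as a covariate it was -0.018 (standard error 0.051). But the cartilage genes followed the 6 comparison families silent in lung from array to array (r = 0.963, exact permutation p = 0.00139, adjusted 0.00417 over the same 6 relations). That bound was therefore wrong to take their mean as a measure of cartilage. This reason was added after the value was seen, and the airway genes against cartilage over the 6 arrays gave r = -0.36 (exact permutation p = 0.456), which decides neither way. In Cd-treated replicate 2 the secretory genes were at the control level.

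The number of probe sets at an unadjusted p under 0.05 was 831, and 7 of the 10 splits of the arrays gave as many, with 5283 in the highest other, which set control replicates 1 and 3 and Cd-treated replicate 1 against the rest. A split that calls several times the real count points to a structure of the samples. The splits are too few for a share under 0.05. Log2 fold changes fell with mean intensity between the groups (Spearman's rho across probe sets -0.19), and the largest value between 2 arrays of the same group was 0.24 in size; probe sets are not independent replicates.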

How the results depend on the processing

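The multicopy covariate and the leaving out of control replicate 3 with Cd-treated replicate 1 were chosen after the data were seen, the latter first for their lowest olfactory means, which are an outcome, and then also for their lowest multicopy means. The cause of the changes below was not tested, apart from fewer genes or arrays tested where a filter or a left-out array removed them. Array weights gave 10119 probe sets and 4589 genes at an unadjusted p under 0.05, 903 probe sets at an adjusted p under 0.05, 289 olfactory receptors and 5 lists, and rest on control replicate 1 and Cd-treated replicate 2, with weights of 5.93 and 6.41 against 0.23 to 0.60. The list means were then 0.021 for olfactory, 0.0021 for glutamate and 0.082 for serotonin genes, 0.067 for defensins, -0.43 for metallothioneins, -0.040 for proteasome, -0.10 for cell cycle and -0.10 for cytoskeleton genes, none of which passed, and -0.011, reversed, for keratin-associated proteins. With an estimated correlation and with fry, 0 lists passed, at unchanged means of 0.13, 0.11, 0.20, 0.17, -0.71, -0.27, -0.15 and -0.24 in the same order. Against intensity-matched lists the glutamate (0.11), serotonin (0.20), proteasome (-0.27) and cytoskeleton (-0.24) lists did not pass. Cyclic loess gave 14 lists, with glutamate at 0.041, serotonin at 0.12, proteasome at -0.087 and cytoskeleton at -0.032 no longer past the test, nor vomeronasal receptors at 0.074, and alveolar type 1 cells reversed at 0.0031. Quantile normalization took glutamate to 0.039. In the running sum test glutamate passed with limma's statistic (0.53) and unweighted (0.34), and metallothioneins did not with limma's statistic (-0.74). The multicopy covariate gave 1457 probe sets, 430 genes (227 of the 263 shared), 36 olfactory receptors and 14 lists, with olfactory at -0.017, glutamate at 0.026 and defensins at 0.062. The methods' t-test gave 579 genes and 32 olfactory receptors, the mean of all probe sets 415 genes, probe sets with 1 symbol 427 probe sets and 404 genes, and a mean of at least 5 over arrays 306 probe sets, 124 genes, 5 olfactory receptors and cell cycle at -0.19, not past the test. A fold change of at least 1.3 removed nothing and tests nothing. Without control replicate 3 and Cd-treated replicate 1 there were 1534 probe sets, 399 genes, 32 olfactory receptors and 14 lists, with the olfactory list at 0.078 and cytoskeleton at -0.17 still past the test, glutamate at 0.091, proteasome at -0.11 and cell cycle at -0.077 not past the test and alveolar type 1 and endothelial cells reversed at 0.071 and 0.076. The replicate block gave 449 probe sets, 69 genes and 4 olfactory receptors and changed no call of the claim lists. The deviations of same-numbered arrays correlated at -0.49, 0.071 and -0.51. This gave no sign that the numbers pair the samples but cannot exclude it, and the labels name no pairing. Leaving out each array in turn gave 607 to 1650 probe sets, 130 to 639 genes, 8 to 29 olfactory receptors and 10 to 28 lists. The means ranged from -0.053 to 0.27 (olfactory), 0.017 to 0.18 (glutamate), 0.0023 to 0.13 (acetylcholine), 0.11 to 0.25 (serotonin), 0.029 to 0.26 (defensins), -0.89 to -0.43 (metallothioneins), -0.45 to -0.054 (proteasome), -0.19 to -0.078 (cell cycle), -0.38 to -0.078 (cytoskeleton), -0.015 to 0.20 (vomeronasal), -0.49 to 0.062 (alveolar type 1), -0.33 to 0.27 (ciliated cells) and -0.65 to 0.0030 (endothelial). The lowest or highest of these came without control replicate 3 for all but the glutamate, serotonin and ciliated lists. The number of arrays limits the precision throughout.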

Differences from the paper's values

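The paper gives 443 genes at an unadjusted p under 0.05, and 263 were found here. Among the alternatives set before the data were examined, the methods' t-test (579), probe sets with 1 symbol (404), the mean of all probe sets of a gene (415), and the arrays without control replicate 2 (639) or without Cd-treated replicate 1 (471) came within 1.5 times of the paper's count, and the others did not. The paper's unadjusted p of Olfr1416 is 0.012, and limma gave 0.0202 here. The trended and robust prior (0.0171), probe sets with 1 symbol (0.0131) and the arrays without control replicate 2 (0.0121) came within 1.5 times, and the other alternatives did not. The paper's unadjusted p of Chrng is 0.013, where 0.0495 was found from limma, and no alternative came within 1.5 times. The paper's unadjusted p of Htr3b is 0.021, where 0.0076 was found from limma. Leaving out control replicate 1, 2 or 3 or Cd-treated replicate 2 or 3 gave a value within 1.5 times, and no other alternative did. The control and Cd-treated means of the genes of Table 1 that were measured here differed from the paper's by no more than the larger error, where the paper's errors are SEM. The control errors did not all match. Here the SEM of the control arrays was below that of Table 1 for Htr3b (0.035), Chrng (0.044), Grin2a (0.12), Chrna2 (0.11), Omp (0.16) and Pou5f1 (0.27). For the olfactory receptors of Table 1 and Tph2 it was the same after rounding. The reason for the unlike errors, and their part in the unlike p, was not tested.

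The paper calls Omp and Tph2 differentially expressed. Here limma's unadjusted p was 0.0576 and 0.0602, with the direction the paper gives. Both passed with array weights and with probe sets with 1 symbol, Omp also without control replicate 2, and Tph2 also with cyclic loess and without Cd-treated replicate 1. For the olfactory receptors the paper counts 20 differentially expressed transcripts, and 16 were found here, with 20 under cyclic loess and under quantile normalization again. The paper lists cholinergic and GABAergic sets as enriched. Here the acetylcholine list had a mean log2 fold change of 0.069 (adjusted p = 0.101 from camera) and passed without control replicate 2 or without Cd-treated replicate 1, and the GABA list had 0.026 (adjusted p = 0.56 from camera) and passed under no alternative. The paper lists steroid hormone metabolism as enriched and its top genes as not different, while here that list did not pass (adjusted p = 0.251 from camera) and Cyp27b1 had an unadjusted p of 0.0383 from limma. The paper finds no enrichment of metal response sets. Here the 4 metallothioneins were lower (adjusted p = 0.00579 from camera), but not with an estimated correlation (adjusted p = 0.64), nor without control replicate 3. The lists used here are not the gene sets of the paper, which is a limit of each comparison of lists.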

Other observations

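The list of 7 skeletal muscle genes was made after the data were examined, and the other lists were fixed before. Lists of heat shock, immediate early, matrix and muscle genes passed camera as lower in the Cd-treated lungs at its preset correlation, and none of them did at an estimated correlation (adjusted p = 0.64 for each). Of 21 genes of heat shock and the unfolded protein response, 3 were lower, none was higher and 18 did not pass at an unadjusted p under 0.05 from limma, with a mean log2 fold change of -0.50 (adjusted p = 1.6e-07 from camera, and adjusted p = 0.64 with an estimated correlation). Without Cd-treated replicate 3 the mean was -0.31 and still past the test, and with array weights it was -0.25 and no longer passed. Hspa1b, an inducible chaperone, was 8.75 ± 0.59 on the control arrays and 6.29 ± 0.78 on the Cd-treated arrays (log2 RMA values, SD, n = 3 each), and it was the 1 gene that passed when adjusted over the list alone. Immediate early genes, a group induced within minutes of a stimulus, had a mean of -0.54 over 21 genes, none of them past an unadjusted p of 0.05 from limma and 20 of negative sign, among them Jun at -0.83 and Dusp1 at -0.43. The mean was -0.16 without Cd-treated replicate 3, still past the test (adjusted p = 0.64 with an estimated correlation over all arrays). Fibroblast and matrix genes had a mean of -0.49, with 4 of 22 lower, among them decorin (Dcn, -0.89) and the collagen genes Col6a1 (-0.81) and Col3a1 (-0.75). Smooth muscle genes had a mean of -0.48 over 17 genes, with 3 lower, among them Actg2 (-0.93) and desmin (Des, -0.86). Of 25 genes of cardiac and skeletal muscle 6 were lower, with a mean of -0.73, among them Sln, of atrial muscle, and the myoglobin gene Mb, at 7.81 on the control arrays and 6.81 on the Cd-treated arrays. Control replicate 3 had a mean of 9.35 over 7 skeletal muscle genes, above 5.09 to 5.49 on the other arrays, and was the highest array for the cardiac and skeletal muscle, smooth muscle and matrix lists. Without it their means were -0.46, -0.38 and -0.25, all past the test, and the smooth muscle mean was -0.27 without Cd-treated replicate 3, still past the test, and -0.16 with array weights, not past it. The adjusted p of each of these lists was 0.64 with an estimated correlation.

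Oxidative phosphorylation genes had a mean of -0.32 over 67 genes, with 4 lower and 1 higher, and the lower ones included the muscle isoforms Cox7a1, Cox8b and Cox6a2 (-0.996). The gene that was higher was Atp5g1 (0.68), a subunit of ATP synthase. The list mean was -0.16 without control replicate 3 and -0.17 without Cd-treated replicate 3, both past the test (adjusted p = 0.64 with an estimated correlation over all arrays). Markers of alveolar type 2 cells (-0.29 over 16 genes), alveolar macrophages (-0.36 over 17), endothelial cells (-0.32 over 20), fat cells (-0.33 over 15), lymphatic and mesothelial cells (-0.25 over 11) and alveolar type 1 cells (-0.21 over 14) also passed camera as lower, and the adjusted p was 0.64 to 0.68 for each with an estimated correlation. Without control replicate 3 the means were -0.035, -0.19, 0.0030, -0.31, -0.042 and 0.062 in the same order, and of these only the fat cell list passed, which was lost without control replicate 1 (-0.19) or Cd-treated replicate 1 (-0.18). With cyclic loess the alveolar type 2, endothelial and alveolar type 1 lists were at -0.093, -0.11 and 0.0031 and did not pass. The lymphatic and mesothelial list, at -0.22, narrowly did not pass either (adjusted p = 0.0504 from camera). Markers of T cells (-0.012), NK cells (-0.026) and eosinophils, basophils and mast cells (0.026) did not pass, nor did genes of the circadian clock (-0.068). The ciliated cell list did not pass over all arrays (-0.043), but it passed as higher without Cd-treated replicate 3 (0.27) and as lower without Cd-treated replicate 1 (-0.33). Targets of the oxidative stress factor NRF2 (-0.17), interferon response genes (-0.14) and the club cell list as a whole (-0.73, adjusted p = 0.0929 from camera) did not pass over all arrays, though each passed as lower with some array left out, at -0.31 without Cd-treated replicate 1, -0.22 without control replicate 1 and -1.14 without Cd-treated replicate 2.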
